A study of Mus musculus with 8 samples. Its data were reported in "TET1-mediated DNA hydroxymethylation regulates adult remyelination in mice" (2021).

How the data were processed

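Gene expression was measured by RNA-sequencing and DNA hydroxymethylation by reduced representation hydroxymethylation profiling (RRHP) in 2 cell populations sorted by fluorescence from mouse brains at postnatal day 60. Adult oligodendrocyte progenitor cells (aOPC) came from mice that express EGFP from the Pdgfra locus, and adult oligodendrocytes (aOL) from a second EGFP reporter line, which marks oligodendrocytes. Per the labels, DNA and RNA were extracted together from one cell pellet. Each population had 2 RNA-seq libraries and 2 RRHP libraries, numbered replicates 2 and 3 in the sample titles, and those titles set the groups. A first replicate was not analysed here. The tissue label of the aOL RRHP samples names the Pdgfra reporter, so those samples were grouped by their titles. The titles of the aOL RNA samples call the cells pre-myelinating, whereas the protocol calls them myelinating.

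For RNA-seq, the deposited values are log2 expression values per gene symbol. Per the study's methods, the authors aligned reads to the mm10 mouse genome with BWA, counted uniquely aligned exon reads with featureCounts, and used DESeq2 for normalization and testing. From the lower quartile upwards the deposited log2 values have nearly equal quantiles in the 4 libraries (a median of 10.57 in each), which marks quantile normalization by the authors. At the low end they differ, with a first percentile from 1.99 to 3.03. Quantile normalization brings the libraries to one distribution, so a gene at the top of all libraries cannot differ, and a difference shared by most genes is removed. The files list 11315 genes, and how the authors chose them is not stated. The log2 values carry no read counts per gene, so no interval or detection floor was given for RNA.

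For RRHP, the deposited values are raw read counts per CpG site and strand. RRHP glucosylates 5-hydroxymethylcytosine (5hmC), which protects a CCGG site from the enzyme MspI, and a protected site keeps its adapters and yields reads. The method reads only CCGG sites, and a site without reads can be unmarked, undigested DNA aside, or simply not sampled. Per the study's methods, the authors aligned the reads to mm10 and kept CpG dinucleotides. The aligner, the treatment of duplicate reads and any filter on sites are not stated. The deposited counts came with the authors' own promoter, exon, intron and CpG island columns, which defined promoters and gene bodies (exon or intron) here, and the extent of the promoter window behind that column was not checked. The 2 libraries with the same replicate number list identical sites, each with at least 1 read in one of them. Over the union of 1497075 sites, a site missing from a pair was given a count of 0. On chromosomes 19 and X, 100% of the sites lay at a CCGG of the GRCm38 reference, and positions are given 1-based at the cytosine on that build.

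RRHP library totals were 7113237 and 17121440 counts in aOPC replicates 2 and 3, and 15923775 and 27057859 in aOL replicates 2 and 3. The floor was set at 3 counts, which is 0.422, 0.175, 0.188 and 0.111 CPM (counts scaled to a common library total) in these libraries. Shares of counts in one library carry Wilson 95% intervals. Reads had no molecular identifiers, so intervals and floors cover counting error only.

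The design fixed before the data were examined assumed RNA counts and edgeR. Since the RNA files hold log2 values, limma 3.58.1 was used in its place (lmFit and eBayes, population as the only term). Genes with a log2 value of at least 5 in at least 2 libraries were tested, and a gene was called at p under 0.01 with a Benjamini-Hochberg adjusted p under 0.05, the thresholds of the study's methods. DESeq2, count-based scaling and library totals could not be applied to RNA.

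RRHP counts were tested with edgeR 4.0.16 (quasi-likelihood F-test, TMM scaling on library totals). CpG sites with at least 10 reads in at least 2 libraries were tested singly, and counts summed over gene bodies or promoters were tested after filterByExpr, all at an adjusted p under 0.05. A differentially hydroxymethylated region (DhMR) was a fixed 2 kb window with at least 2 called sites, all in one direction. DESeq2 1.42.0 was an alternative for RRHP. R 4.3.3, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.

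Library totals and covered sites were compared by exact two-sided permutation tests, for which 2 libraries against 2 give a smallest p of 0.333. Relations across genes were Spearman correlations with 100000 permutations of the pairing of genes. Shares of genes were compared by Fisher's exact test, two-sided. Gene coordinates and lengths came from a RefSeq table of GRCm38, matched by symbol, and 92.7% of genes with a tested site had a length.

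The replicate numbers were given the same values in both populations. Same-numbered aOPC and aOL libraries nevertheless come from different reporter lines, hence different animals, so the main model had no block and the fit with the replicate number as a block was an alternative.

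Named genes followed a rule also fixed in advance. It held a panel of lineage markers (Pdgfra, Cspg4, Mbp, Mog), Tet1, Tet2 and Tet3, the solute carriers Slc12a2 and Slc22a23, and markers of other cell types and of sex (Aldh1l1, Cldn5, Snap25, Ddx3y). Aif1 and Xist were on the panel and are not used here, and some other genes that the rule selects are not reported here. To these it added up to 5 called RNA genes per direction with the largest changes. They needed no overlap between the groups and, in place of a count minimum, a log2 value of at least 8 in both libraries of the higher group. For RRHP it took the 2 largest changes per direction among called sites and among called gene bodies, with at least 50 reads in both libraries of the higher group.

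Alternatives covered the filters, the scaling (none, library totals, DESeq2 size factors, subsampling to equal totals), the tool, the window size, the replicate block and each replicate left out in turn. Others were added after the data had been seen: a variance trend in eBayes, raising low log2 values to the filter minimum, no scaling together with the block, sites with at least 3 reads in every library, leaving out CpG islands, DhMRs from sites with at least 10 reads in every library, and RNA genes at unadjusted p thresholds. The limma test and the edgeR tests of sites and gene bodies were checked on simulated data with 200 changed features, and the permutation test of correlations and the window count on simulated values. At the real group size limma recovered 0% of log2 changes of 2 and 71.5% of log2 changes of 4 among 11133 genes. For edgeR the figures were 46% and 99% among 443062 sites, and 63.5% and 97.5% for log2 changes of 1 and 2 among 18488 gene bodies.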

Results

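To compare gene expression and DNA hydroxymethylation between oligodendrocyte progenitors and their differentiated progeny in the adult brain, RNA-sequencing and RRHP were performed on sorted adult OPCs (aOPC) and adult OLs (aOL). OPCs are the dividing cells that generate oligodendrocytes, and oligodendrocytes (OLs) are the cells that form myelin. Both populations were taken at postnatal day 60, and each had 2 RNA-seq libraries and 2 RRHP libraries (8 libraries in all). The RNA-seq values were log2 levels of 11315 genes, without read counts per gene. The RRHP libraries held between 7113237 and 27057859 counts.

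The replicates of the 2 populations were not equally close in RNA. The difference between the 2 aOPC libraries had an SD of 0.905 log2 units across genes, against 0.401 between the 2 aOL libraries, and 1955 genes lay over 1 log2 unit apart in aOPC against 285 in aOL. Across genes, the Pearson correlation was 0.985 between the aOL libraries and 0.931 between the aOPC libraries. The latter was close to the values between aOPC replicate 2 and each aOL library (0.926 and 0.929). Between aOPC replicate 3 and each aOL library the values were lower, 0.914 and 0.912. These coefficients describe libraries, since genes are not independent replicates.

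The first question was which transcripts differed between aOL and aOPC. Of 11133 genes tested with limma, 1 was upregulated and 8 were downregulated in aOL compared to aOPC, and the smallest adjusted p was 0.0469. At an unadjusted p under 0.05, 1346 genes were higher and 1331 lower, and at an unadjusted p under 0.01 the numbers were 384 and 414. Without the filter on low values no gene was called in either direction (smallest adjusted p = 0.0581 by limma), with 1339 and 1322 genes at an unadjusted p under 0.05. The groups did not overlap in 3550 genes that were higher and 3325 that were lower in aOL, together 61.8% of the genes tested, where chance gives 33.3%.

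The called gene that was higher in aOL was Pcdhgb8 (chromosome 18, 37761801 to 37840489, GRCm38), at 3.70 ± 0.096 in aOPC and 9.29 ± 0.43 in aOL (log2, SD, n = 2 per group). Its log2 fold change was 5.59 with a standard error of 0.28 (limma, adjusted p = 0.0469). Pcdhgb8 belongs to a gene cluster whose members share their last exons, so how its reads were told apart from those of its neighbours is uncertain. Among the called genes that were lower, 3 are given here, all with the same adjusted p. Efemp1 (chromosome 11, 28853154 to 28926743) decreased by 5.37 ± 0.26 (log2 fold change and standard error), from 11.13 ± 0.37 in aOPC to 5.76 ± 0.072 in aOL. Thbd (chromosome 2, 148404471 to 148408188) decreased by 4.45 ± 0.24, and Dusp26 (chromosome 8, 31089527 to 31097046) decreased by 4.27 ± 0.20. Dusp26 lay in the 5 Mb bin with the highest rate, of 496 bins, of CpG sites with reads in one population only, and Efemp1 in the bin of rank 9.

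The lineage markers of the panel differed by less than the spread between replicates or were not separated by the test. Pdgfra, the gene whose locus drives the aOPC reporter (chromosome 5, 75151322 to 75198206), was at 6.51 ± 1.46 in aOPC and 3.31 ± 2.36 in aOL (log2, SD, n = 2), a log2 fold change of -3.20 with a limma adjusted p of 0.25. Its 4 values were 7.54 and 5.47 in aOPC and 4.98 and 1.63 in aOL. The value of 1.63, in aOL replicate 3, was also that of the chromosome Y genes Ddx3y, Eif2s3y, Kdm5d and Uty in that library. It lay under that library's first percentile of 2.83. The SD in aOL and the adjusted p of Pdgfra therefore rest partly on a shared value at the low end. Cspg4, which encodes NG2, changed by -0.81 (limma adjusted p = 0.374). Over a list of 11 OPC markers tested, the median difference was -0.81, with 3 markers higher in aOL. Among 10000 random lists matched on mean level, this difference lay at percentile 1.16. The list's median was 8.63 and 6.43 in the aOPC libraries and 6.39 and 6.83 in the aOL libraries, so the groups overlapped in that median. They did not overlap in Neu4, at 9.90 and 7.07 in aOPC and 3.03 and 3.61 in aOL. Nor did they in Vcan, at 8.87 and 5.27 against 2.49 and 3.24. Matn4 lay the other way without overlap, at 8.63 and 8.14 against 8.84 and 9.54. Mbp was at 18.56 ± 1.43 in aOPC and 19.28 ± 0.16 in aOL, and Mog at 17.68 ± 0.12 and 17.02 ± 0.20 (limma adjusted p = 0.568 and 0.19). Transcripts for the enzymes that make 5hmC differed by less than the SD between the aOPC replicates. Tet1 was at 10.92 ± 0.25 and 10.98 ± 0.14, Tet2 at 10.46 ± 1.36 and 10.69 ± 0.072, and Tet3 at 11.94 ± 0.33 and 11.67 ± 0.056 in aOPC and aOL (limma adjusted p from 0.529 to 0.883).

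Other cell types and sex were followed by single markers. Cldn5, an endothelial gene (chromosome 16, 18776847 to 18778262), was at 1.07 ± 1.04 in aOPC and 6.53 ± 0.86 in aOL (log2, SD, n = 2), a log2 fold change of 5.46 with a limma adjusted p of 0.108 over all genes and 0.016 over the 14 panel genes tested. The Cldn5 value in aOPC replicate 3, 1.80, was also that of the chromosome Y genes Eif2s3y, Kdm5d and Uty there. The size of its change is therefore uncertain. The astrocyte marker Aldh1l1 and the neuronal marker Snap25 changed by 0.61 and by less than 0.01 (limma adjusted p = 0.487 and 0.999). Over 8 astrocyte markers, Aldh1l1 among them, the median difference was in the opposite direction, -0.60, with 3 higher in aOL, and the list's median was 10.13 and 9.28 in aOPC and 9.01 and 9.65 in aOL. Over 11 microglia markers it was -0.54, with 2 higher in aOL, and the list's median was 8.33 and 7.63 in aOPC and 7.52 and 7.17 in aOL. The chromosome Y gene Ddx3y (1260715 to 1286628) was at 12.43 in aOPC replicate 2 and at 0.32, 1.57 and 1.63 in the other 3 libraries, and did not pass the filter for testing.

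**Figure D1:**
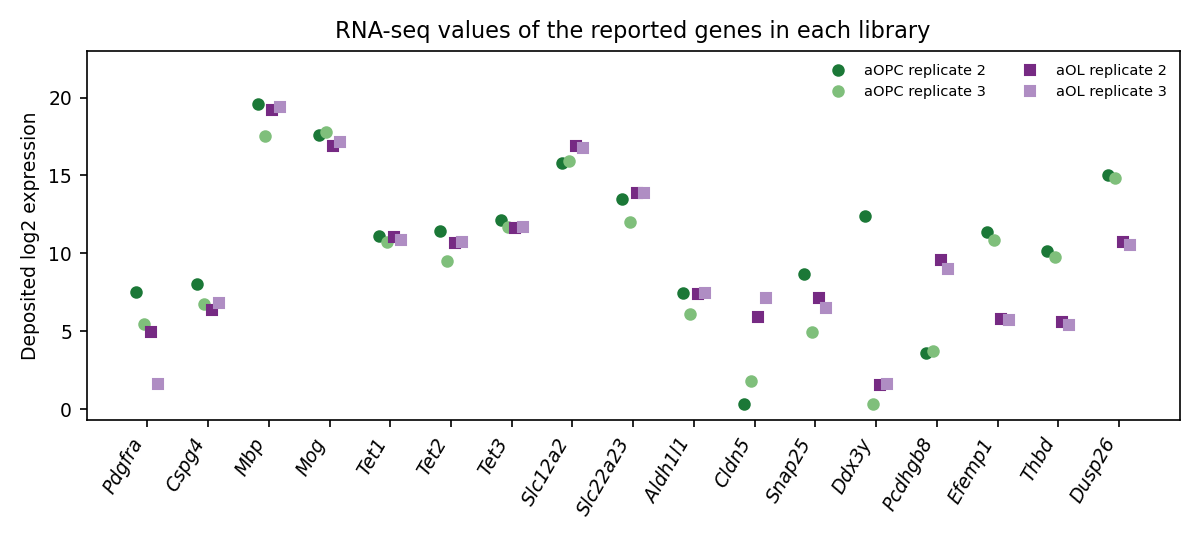
Deposited RNA-seq level (log2) of the genes reported here in the 2 aOPC and the 2 aOL libraries, one point per library (circles for aOPC, squares for aOL). Slc12a2 is near 15.88 in aOPC and 16.83 in aOL, and Ddx3y is at 12.43 in aOPC replicate 2 against 0.32 to 1.63 elsewhere.

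The study singled out solute carriers, the family of membrane transporters with Slc symbols. None of the 202 Slc genes tested was called higher in aOL, and 1 of the 10931 other genes was (odds ratio 0, Fisher's exact test, two-sided, p = 1). At an unadjusted p under 0.05, 32 Slc genes were higher in aOL (15.8%, against 12% of other genes), with an odds ratio of 1.38 (95% interval 0.909 to 2.03, Fisher's exact test, p = 0.102). In the opposite direction 18 Slc genes passed (8.91%, against 12%), with an odds ratio of 0.717 (Fisher's exact test, p = 0.227). Adjusted over these 2 tests, the p-values were 0.204 and 0.227. The median log2 fold change was 0.17 in Slc genes and 0.02 in the others, and 122 Slc genes (60.4%) lay above 0 against 51.1% of other genes. A camera test of limma, which allows for correlation between genes, did not separate the family (two-sided p of 0.171).

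Slc12a2 (chromosome 18, 57878512 to 57946821) was at 15.88 ± 0.086 in aOPC and 16.83 ± 0.050 in aOL (log2, SD, n = 2). Its difference of 0.95, with a standard error of 0.19, was larger than the distance between replicates. The limma adjusted p was 0.133 over all genes and 0.0475 over the panel. Slc22a23 (chromosome 13, 34179158 to 34345275) was higher by 1.15 ± 0.55 (limma adjusted p = 0.28), with an SD of 1.05 between its aOPC libraries. Over the panel, Slc22a23 had a limma adjusted p of 0.238.

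RRHP was used to ask whether aOL carried more 5hmC than aOPC. The 4 libraries held 7113237 and 17121440 counts in aOPC and 15923775 and 27057859 in aOL, a ratio of means of 1.77 (exact permutation test, two-sided, p = 0.667). Leaving out aOPC replicate 3 moved this ratio most, to 3.02. The number of CpG sites with at least 1 read was 1005400 and 1111395 in aOPC and 1103851 and 1270551 in aOL, a ratio of 1.12 (exact permutation p = 0.667). After subsampling every library to 7113237 counts, the sites covered were 1005400, 903185, 909480 and 962346 in the same order, and the ratio was 0.981 (exact permutation p = 1). Over the 8 library measures compared, the adjusted p was at least 0.762 in these exact tests, and 2 libraries per group cannot give a p under 0.333. No spike-in of known 5hmC content was analysed here, so total counts cannot separate the amount of 5hmC from sequencing effort.

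**Figure D2:**
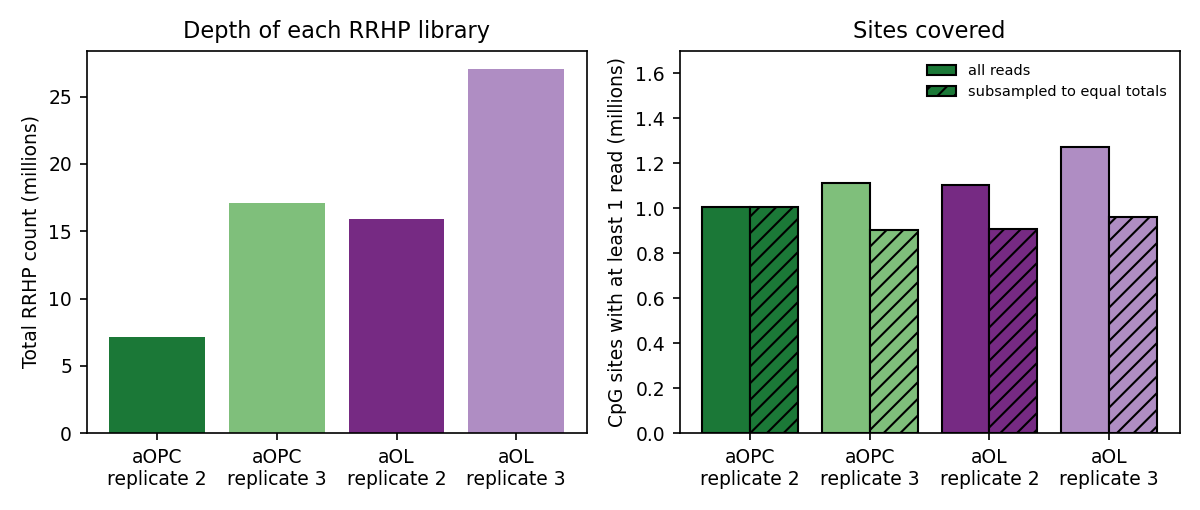
Total RRHP counts per library and CpG sites with at least 1 read per library (both axes in units of 1e6), with all reads and after subsampling to equal totals. Sites covered follow the totals with all reads, from 1005400 to 1270551, and after subsampling run from 903185 in aOPC replicate 3 to 1005400 in aOPC replicate 2.

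Counts were placed differently in aOPC replicate 2. The share of its counts in CpG islands was 5.74% (Wilson 95% interval 5.72 to 5.76), against 2.47% (2.46 to 2.48) in aOPC replicate 3, 2.38% (2.37 to 2.38) in aOL replicate 2 and 3.32% (3.32 to 3.33) in aOL replicate 3. The 2 populations therefore overlapped in this share (ratio 0.694, exact permutation p = 0.667). Over tested sites, the Pearson correlation of log CPM was 0.901 between the aOL libraries and 0.798 between the aOPC libraries. It was 0.811 and 0.824 between aOPC replicate 3 and each aOL library, and 0.666 and 0.695 between aOPC replicate 2 and each.

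At the level of single CpG sites, 443062 were tested with edgeR. Hydroxymethylation was increased in aOL at 5382 sites and decreased at 4772 (53.0% of the called sites increased), and at an unadjusted p under 0.05 the numbers were 24133 and 19076. The setting that moved these counts most among the filters and scalings was a minimum of 10 reads in every library, which left 171055 sites and gave 229 increased and 261 decreased. Of the increased sites, 4123 (76.6%) had 3 counts or fewer in both aOPC libraries, and of the decreased sites, 3637 (76.2%) had 3 or fewer in both aOL libraries. These are called floor sites here.

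Among called sites with at least 50 reads in both libraries of the higher group (1105 increased and 399 decreased), the 2 largest increases were at floor sites. The site on the minus strand of chromosome 3 at 107117597, outside any gene, had 0 and 0 counts in aOPC and 241 and 339 in aOL (13.3 ± 1.2 CPM, SD, n = 2), at least 41.1-fold higher (edgeR adjusted p = 3.73e-06). The plus-strand site on chromosome 12 at 26372950, in an intron of Rnf144a, had 0 and 0 against 223 and 316, at least 38.2-fold higher (edgeR adjusted p = 4.09e-06). The largest decreases among them were on the minus strand of chromosome 4 at 138709066, outside any gene, and on the plus strand of chromosome 12 at 21240097, in an intron of Asap2. The former had 118 and 259 counts in aOPC and 0 and 0 in aOL, at least 117-fold lower, and the latter 92 and 316 against 0 and 0, at least 113-fold lower (edgeR adjusted p = 3.14e-06 for both). By rate of floor sites, the 5 Mb bins of the sites in Rnf144a and Asap2 ranked 3 and 12 of 496, and those of the sites outside genes ranked 99 on chromosome 3 and 13 on chromosome 4.

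**Figure D3:**
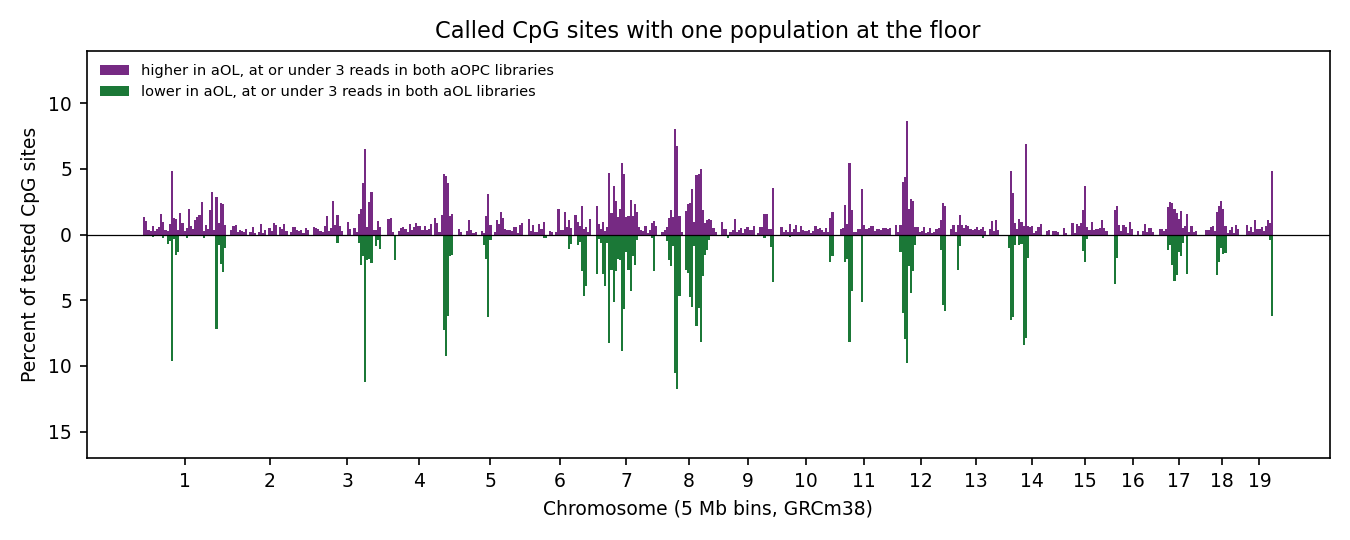
Percent of tested CpG sites in each 5 Mb bin along the autosomes that were floor sites, with those higher in aOL drawn upwards and those lower in aOL drawn downwards. The sites bunch in blocks in both directions, and the rate per chromosome runs from 0.367% on chromosome 2 to 4.42% on chromosome 8.

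DhMRs were scored as 2 kb windows with at least 2 concordant called sites. They were increased in aOL in 270 windows and decreased in 750, and 180 further windows held called sites of both directions. Among the filters and window settings, a minimum of 10 reads in every library, which removes floor sites, moved the counts of this family most, to 25 and 15, and requiring 3 called sites gave 32 and 137. Genes overlapping a DhMR numbered 158 with increased and 332 with decreased hydroxymethylation. A gene body with at least 1 increased site was found for 1871 of 16758 genes, and one with at least 1 decreased site for 973, of which 442 had both. With 10 reads in every library these numbers were 69 and 98 of 13755 genes. In promoters the numbers were 171 and 135 of 7111 genes, with 11 in both.

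Summed over whole gene bodies, 30 of 18488 were increased and 127 decreased in aOL (521 and 828 at an unadjusted p under 0.05). In promoters 61 of 14579 were increased and 51 decreased (610 and 261 at an unadjusted p under 0.05). Summing only sites with at least 3 reads in every library moved the gene bodies most among the scalings and filters, to 7 increased and 3 decreased of 16526, and the promoters to 33 and 5 of 7437. Without scaling, 9 gene bodies were increased and 11 decreased.

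Among called gene bodies with at least 50 reads in both libraries of the higher group (26 increased and 112 decreased), that of Hamp2 (chromosome 7, 30922372 to 30924181) showed the largest increase, with 4 and 2 counts in aOPC and 243 and 350 in aOL, or 0.339 ± 0.312 and 14.1 ± 1.6 CPM (SD, n = 2). Its log2 fold change was 5.74 with a standard error of 0.44 (edgeR adjusted p = 1.58e-04). It was followed by 9230105E05Rik (chromosome 10, 120389523 to 120392793), with 2 and 2 counts against 59 and 65, at least 10.2-fold higher (edgeR adjusted p = 0.0323). The largest decreases of this set were in Ly6g6e (chromosome 17, 35076868 to 35078804), with 66 and 94 counts in aOPC and 0 and 1 in aOL, at least 49.6-fold lower, and in Ifi202b (chromosome 1, 173962569 to 173982844), with 113 and 221 against 4 and 10 (edgeR adjusted p = 8.74e-04 and 4.68e-05). Between 1 and 4 tested sites stood behind each of these gene bodies. Hamp2 and Ifi202b have close relatives in the genome, so their counts are uncertain, and their 5 Mb bins ranked 11 and 20 of 496 by rate of floor sites.

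The gene bodies of panel genes given here were not called in either direction. The log2 fold change in RRHP count was -0.04 for Slc12a2 (18.8 ± 0.234 CPM in aOPC and 18.2 ± 0.689 in aOL, SD, n = 2, edgeR adjusted p = 0.942) and 0.01 for Slc22a23. It was 0.28 for Pdgfra, -0.08 for Cspg4, -0.15 for Mbp, -0.23 for Mog, 0.19 for Tet1, 0.04 for Tet2 and 0.10 for Tet3. Of the genes called in RNA, Efemp1 had a decreased gene body, with 92 and 218 counts in aOPC and 11 and 10 in aOL (log2 fold change -4.67, edgeR adjusted p = 1.58e-04).

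Changes in transcript and in gene-body hydroxymethylation were then set against each other. Across 10388 genes the Spearman correlation of the log2 fold changes was 0.139 (permutation p = 1e-05, the smallest 100000 permutations can give, adjusted to 1.25e-05 over 5 relations), and 55.3% of genes changed in the same direction. Genes are not independent replicates, and all of them share the same 8 libraries. Leaving out replicate 2 moved this coefficient most, to -0.0662, and it was 0.202 across the 740 genes with an unadjusted RNA p under 0.01 (62.2% in the same direction). For promoters the coefficient was -0.0261 across 8901 genes (permutation p = 0.0143, also 0.0143 after adjustment). Across the 627 genes with an unadjusted RNA p under 0.01 it was 0.0800 (permutation p = 0.0445, not adjusted).

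**Figure D4:**
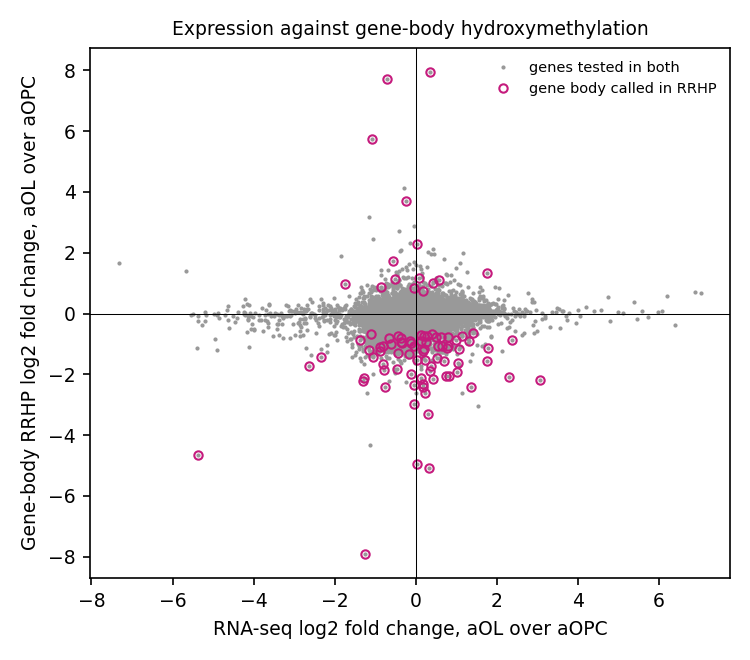
RNA log2 fold change (horizontal) against gene-body RRHP log2 fold change (vertical), aOL over aOPC, one point per gene for 10388 genes, with gene bodies called in RRHP circled where RNA was also tested. The cloud is centred near 0 on both axes with a Spearman correlation of 0.139, and more circles lie below 0 than above 0 on the vertical axis.

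The share of upregulated genes with increased hydroxymethylation was compared with that of downregulated genes. A gene-body site called higher was present in 0 of 1 upregulated and in 1 of 8 downregulated genes (odds ratio 0, Fisher's exact test, two-sided, p = 1), against 11.7% of genes not called. With RNA genes taken at an unadjusted p under 0.01, the shares were 84 of 384 (21.9%) in the upregulated and 36 of 414 (8.70%) in the downregulated set, with 11.4% in the other genes. The odds ratio was 2.94 (Fisher's exact test, p = 1.87e-07, adjusted to 3.75e-07 over 2 tests), and 1.56 after matching on the number of tested sites. In promoters no called RNA gene had a site called higher, and at an unadjusted p under 0.01 the shares were 7 of 384 and 5 of 414 (odds ratio 1.52, Fisher's exact test, p = 0.567).

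As long genes hold more CpG sites, gene length was compared with hydroxymethylation over 15541 genes. The share of tested sites called higher rose with length (Spearman 0.208), as did their number (0.225) and the number of tested sites (0.571), each with a permutation p of 1e-05, the smallest these permutations can give, and 1.25e-05 after adjustment over the 5 relations. Without scaling the coefficient for the share was 0.215. Only 1871 of 16758 genes had a gene-body site called higher, so the share mostly follows whether a gene had any. It therefore cannot separate length from the number of tested sites. These coefficients are across genes, which are not independent replicates.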

Values the study reported

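The study reported RRHP read counts of 16,214,208 and 24,034,708 for aOPC replicates 2 and 3, and of 21,883,753 and 35,946,466 for aOL replicates 2 and 3. Unique CpGs in these libraries numbered 1,005,400 and 1,111,395 in aOPC and 1,103,851 and 1,270,551 in aOL. For RNA-seq, mapped reads were listed as 57,999,332 and 53,633,707 for aOPC replicates 2 and 3, and as 66,149,474 and 62,479,413 for aOL replicates 2 and 3. It reported 5583 genes with DhMRs at a q-value under 0.05, of which 5511 gained and 72 lost hydroxymethylation in aOL. In RNA, 1739 transcripts were reported as higher and 1187 as lower in aOL. Of the transcripts that were higher, 91.7% were described as hydroxymethylated at promoters and 99.0% at gene regions. The study also described genes with increased hydroxymethylation whose transcripts were lower in aOL, and did not tie the mark to activation alone.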

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

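The tests in this part were chosen only after the result was seen. Chromosome Y genes gave a signal in RRHP that the comparisons between populations do not use. At 132 sites in these genes on the short arm, the libraries held 24.0 CPM in aOPC replicate 2 (Wilson 95% interval 20.7 to 27.9), 30.1 in aOPC replicate 3 (27.6 to 32.9), 19.5 in aOL replicate 2 (17.5 to 21.8) and 21.4 in aOL replicate 3 (19.7 to 23.2). The lowest of them lies far above what the depth can show, which is 3 counts or at most 0.422 CPM. In RNA, by contrast, Ddx3y, Eif2s3y, Kdm5d and Uty had log2 values of 12.43, 11.66, 9.57 and 9.83 in aOPC replicate 2 and of 1.80 or less in the other 3 libraries. If the animals differed in sex and each number stood for one pellet, only aOPC replicate 2 should hold chromosome Y reads in RRHP. Its value was 0.798 of the highest among the other 3 libraries, which goes against that explanation. Per site, chromosome Y genes held 0.248, 0.297, 0.189 and 0.215 of the autosomal gene level, in the order given above. Pooling of animals, and RNA and DNA of one number coming from different animals, were not tested, and neither were reads shared between the X and Y copies of these genes. No biological explanation was tested.

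The mitochondrial genome, with 11 sites, also held RRHP counts. aOPC replicate 2 had 135 CPM (Wilson 95% interval 127 to 144), against 36.2 (33.5 to 39.2) in aOPC replicate 3, 27.7 (25.2 to 30.4) in aOL replicate 2 and 36.3 (34.1 to 38.6) in aOL replicate 3. All 4 libraries were above the floor, and the lowest count was 441. A candidate explanation is that sites outside the nuclear genome give reads without a hydroxymethylation mark. Counts above the floor would also arise from marked mitochondrial DNA or from nuclear copies of it, so the result cannot be told apart from these. aOPC replicate 2 is also the library with the highest share of counts in CpG islands and the lowest total. No biological explanation was tested.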

How the results depend on the processing

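Variance trends, raised low values, sites with at least 3 reads in every library, the exclusion of CpG islands, the unadjusted RNA thresholds with their matched and any-site versions, DhMRs from sites with 10 reads in every library, and the combination of no scaling with the block were chosen after seeing the data. For results that answer a comparison, 47 of the values under alternatives listed in advance left a count within 1.5 times or a test on its side of the threshold, 29 moved it, 4 took a test out of significance and 4 reversed it. Of the added ones, the numbers were 9, 16, 1 and 2. A count left in place does not say that the same genes were called. Not counted are the values set against an odds ratio of 0, which a single called gene fixes, namely 2 in place and 1 reversed of those listed in advance and 1 and 5 of those added. A further 32 values, the directions of called features in fits that each left out one library, are not counted, since they show no stability: the groups did not overlap in any of the 9 RNA genes, 10154 sites and 157 gene bodies called or in 110 of the 112 promoters, so the direction of these was fixed in advance. Unless a value is given for it, the cause of a change was not tested.

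RNA calls were few and unstable. Both stricter and looser handling of low values gave 0 upregulated and 0 downregulated genes: without a filter 1339 and 1322 genes had an unadjusted p under 0.05, and with a log2 value of at least 5 in every library 1353 and 1281 did. The smallest limma adjusted p in these fits was 0.0581 and 0.0544. A variance trend gave 8 and 15 genes, sharing 1 and 3 with the 9 genes reported. Raising values under 5 to 5 gave 1 and 7, sharing 0 and 3. A minimum change of 1 log2 unit left all 9. For Slc genes, the odds ratio was 0 with Slco genes included and under the trend calls, and 1.38 at an unadjusted p under 0.05 (Fisher's exact test, p = 0.102), the direction of which reverses that of the empty comparison. Count-based tests, size factors, library totals and DESeq2 were not run on RNA, because the values are log2, and so the DESeq2 calls of Slc genes were not run either. A background of genes at or above the Slc median gave no value.

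Same-numbered libraries did not deviate together: the correlation of their deviations was -0.0736 in RNA and -0.0380 in RRHP (-0.0875 after subsampling), and they come from different reporter lines. With the replicate number as a block, RNA gave 30 upregulated and 97 downregulated genes, among them the 1 and 8 reported. Pdgfra (limma adjusted p = 0.0404) and Cldn5 (limma adjusted p = 0.00973) passed. For Slc12a2 the limma adjusted p over all genes rose from 0.133 to 0.228, and the odds ratio for Slc genes stayed at 0. RRHP gave 7476 increased and 5551 decreased sites, 435 and 825 DhMRs, 46 and 163 gene bodies, and 38 and 43 promoters. A gene-body site called higher was present in 12 of 30 upregulated and 10 of 97 downregulated genes under the block, an odds ratio of 5.8 (Fisher's exact test, p = 5.17e-04), and in promoters the odds ratio was 2.24. The relations with RNA were 0.136 for gene bodies and -0.0276 for promoters. When scaling was left out and the replicate block was used, RRHP calls became one-sided. There were 18763 increased and 3908 decreased sites (82.8% increased), and 1489 and 629 DhMRs (70.3%), overlapping 841 and 293 genes. A gene-body site called higher was found for 5349 genes and one called lower for 783. Gene bodies called numbered 3010 and 50 (98.4%), and promoters 123 and 29 (80.9%). In counts simulated without any change at the same library totals, that setting called 10241 of 18488 gene bodies higher and 0 lower, with a median log2 fold change of 0.90, and TMM called 0 and 0. Depth alone can therefore produce one-sided calls of gene bodies under it. In simulated sites it called 0 in either direction.

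Scaling moved the split between increased and decreased calls in some families and not in others. Leaving it out, without a block, moved the median log2 fold change to 0.86 over sites, 0.83 over gene bodies and 0.50 over promoters, and library totals moved the promoters to -0.60, so changes there are relative to these shifts. Sites then split 5057 to 3477 (59.3% increased, against 53.0% with TMM), gene bodies 9 to 11 (45%, against 19.1%), and promoters 25 to 25. DhMRs kept their split, at 220 to 600 (26.8% increased, against 26.5%). Library totals gave 31 and 68 promoters (31.3% increased, against 54.5%) but left gene bodies at 20.5% increased, and DESeq2 size factors in edgeR left sites at 54.2%. Subsampling to equal totals, with TMM kept, gave 1991 and 3774 sites (34.5% increased), of which 1882 and 3611 were shared with the sites reported. DESeq2 gave 2378 and 4273 sites (35.8%), sharing 2374 and 4268, and 34 and 33 promoters. After subsampling, the ratio of covered sites was 0.981, below the 1.12 with all reads. Leaving out each library in turn, the ratio of totals ran from 1.26 to 3.02 and that of covered sites from 1.04 to 1.20.

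Filters on reads changed the counts further. A minimum of 5 reads gave 6741 and 8465 sites, 20 reads gave 3184 and 1952, and 10 reads in every library gave 229 and 261 (sharing 187 and 261), which removes floor sites by construction. With 3 called sites per window, 32 and 137 DhMRs remained in number, against 221 and 712 with 1 kb windows and 356 and 791 with 5 kb windows. Sites with 10 reads in every library gave 25 and 15 DhMRs (62.5% increased, against 26.5%), and 69 and 98 genes with a site in their body called higher and lower, against 1871 and 973. At 10 reads in every library, 16 and 96 gene bodies and 18 and 12 promoters were called. Summing only sites with at least 3 reads in every library gave 7 and 3 gene bodies and 33 and 5 promoters. Without CpG islands the numbers were 50 and 203 gene bodies and 61 and 70 promoters (46.6% increased).

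The relation of RNA to gene-body hydroxymethylation was 0.114 without scaling, 0.107 as a Pearson coefficient, 0.118 with at least 100 reads, 0.202 in genes with an unadjusted RNA p under 0.01, 0.0551 with sites of at least 3 reads in every library and 0.0664 without islands. It ran from -0.0662 to 0.102 over the fits that each left out one replicate number, and over the 9 called genes it was 0.25 (exact permutation p = 0.521). For promoters it was -0.00388 as a Pearson coefficient (permutation p = 0.713), -0.0186 without scaling (0.0805) and -0.0226 with at least 100 reads (0.0645). It was -0.00256 with sites of at least 3 reads in every library (permutation p = 0.876) and 0.000496 without islands (0.972). In genes with an unadjusted RNA p under 0.01 it was 0.0800, with the sign reversed and an unadjusted permutation p of 0.0445. Leaving out one replicate number gave -0.0353 to 0.00858, and the 5 called genes with a promoter gave 0.6 (exact permutation p = 0.35). The odds ratio for gene-body sites, 0 in the called genes, was 2.94 at an unadjusted RNA p under 0.01, 2.65 there without scaling, 4.58 for any site with a higher mean (2.46 for any site with a lower mean) and 1.56 after matching on the number of tested sites. The number of tested sites per gene thus accounts for a part of that ratio. For promoters the odds ratio over called genes had no value, since none had such a site.

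Among named genes, 14 RNA values moved and 7 reversed when 1 library was left out. For genes that reversed, the ranges were -0.29 to 1.74 for Mbp, -0.12 to 0.24 for Tet1, -0.73 to 1.20 for Tet2, -0.061 to 1.282 for Aldh1l1 and -1.87 to 1.86 for Snap25. Among those that moved without reversing, Slc22a23 ran from 0.40 to 1.89, Cspg4 from -1.44 to -0.18 and Pdgfra from -4.87 to -1.53. In gene-body RRHP the ranges were -0.84 to 0.56 for Mog, -0.032 to 0.51 for Tet1, -0.095 to 0.22 for Tet2, -0.046 to 0.28 for Tet3 and -0.19 to 0.29 for Slc22a23. Without scaling, log2 fold changes of 0.73 for Cspg4, 0.72 for Mbp, 0.84 for Mog and 0.81 for Slc12a2 reversed the small negative ones reported, each close to the shift of the median. The decrease at Efemp1 was then -3.87 with an edgeR adjusted p of 0.119, against 1.65e-04 or less in its other alternatives. Depth limits the single-site results: aOPC replicate 2 had a median of 3 reads per covered site, against 5, 5 and 7 in the other libraries.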

Other observations

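The tests of clustering along chromosomes, of sampling, of gene-body calls without floor sites, of oligodendrocyte, OPC and astrocyte markers and of depth were chosen only after the result was seen. CpG sites with reads in one population and at the floor in the other made up most called sites in both directions. Sampling at low depth was tested on sites with at least 10 reads in 2 libraries, under 50 in at least one of them, and at most 3 in the other 2, a range that held 7051 of the 7760 floor sites. The split by population gave 12756 such sites, 9331 higher in aOL and 3425 higher in aOPC. Of the 2 other splits of the 4 libraries, replicate 2 against replicate 3 gave 1826, all with the reads in replicate 3, the deeper library of each population, and the crossed split gave 136. The larger of these is 14.3% of the count by population, so sampling at low depth may account for a part of these sites. With at least 50 reads in both libraries of the higher side, the split by population gave 709 sites, 494 higher in aOL and 215 higher in aOPC. Each other split gave 0, which argues against sampling at low depth for those 709 sites. The sites crowd together: over 496 autosomal bins of 5 Mb, their dispersion was 13.1 when drawn down to the number of the other called sites (1000 draws, lowest 11.7), against 7.42 for those. The 20 bins with the highest rate held 32.1% of the floor sites, 18.2% of the other called sites and 4.38% of the tested sites, and 37 bins held no floor site. Bins rich in sites higher in aOL were also rich in sites lower in aOL (Spearman rho over bins 0.623, permutation p = 1e-05, the smallest they can give, 1.67e-05 adjusted over 5 tests). The labels give the same strain for all samples, which speaks against a difference of strain. The 2 reporter lines are nevertheless one and the same split as the 2 populations. A candidate explanation is that strain or donor variants between these lines remove or create RRHP signal in blocks.

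If so, RNA may differ in the same blocks. Of 425 RNA genes in the 20 bins, 15.1% had an unadjusted p under 0.01, against 6.69% of 9831 genes elsewhere, an odds ratio of 2.47 (Fisher's exact test, p = 4.80e-09, 2.40e-08 adjusted over 5 tests). Genes in these blocks are not independent replicates and share the same RNA libraries, so these p-values are likely too small. 92.1% of the RNA genes could be placed. Loss of the CCGG recognition site would silence both strands, and was examined through counts alone, without sequence. Where the partner strand was covered in the higher group, it was at the floor in the other group for 385 of 1363 floor sites (28.2%). The same held for 53 of 486 other called sites (10.9%). That goes against such a loss at most of the 1363 sites, but leaves it open for some, as the share was larger at floor sites. The rest of the 7760 floor sites had no such partner, so the comparison does not cover them. A switch of hydroxymethylation with gene expression was not settled. In 844 genes with floor sites higher in aOL only, the median RNA log2 fold change was 0.214. In 240 genes with floor sites lower in aOL only, it was 0.115. The difference of 0.099 (permutation p = 0.0988) was in the direction of such a switch. The second median nevertheless lay above that of all genes tested, 0.023, where a switch would place it below. Sites called higher, 76.6% of them floor sites, were more frequent in upregulated than in downregulated genes at an unadjusted RNA p under 0.01. The odds ratio was 2.94, and 1.56 after matching on the number of tested sites. The pattern cannot be told apart from such a switch, from sampling in part, or from sequence differences between the reporter lines, which could be tested with genotypes of the mice, not used here. Of the genes named in the report, Dusp26, Rnf144a, Efemp1, Hamp2, Asap2 and Ifi202b lie in the 20 bins, as does the named site on chromosome 4.

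Sites at the floor in one population may carry a part of the gene-body calls. When only sites with at least 3 reads in every library were summed, 9 of the 157 called gene bodies were still called, and 122 of them were still tested. That filter removes sites for their low counts in one population, so a loss of calls was favoured in advance and does not show which sites carried them.

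Before scaling, 94.5% of 443062 tested sites had a higher count in aOL. After subsampling to equal totals 48.5% of 225331 sites did. TMM scaling was also applied there, so that share was held near an even split in advance. Scaled by library totals alone, 55.5% of the 443062 sites were higher in aOL. Library depth may therefore account for most of the excess before scaling. A change in 5hmC shared by the whole genome would look the same, and was not tested, since no spike-in was used here.

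The wider spread between the aOPC RNA libraries was compared with marker genes, each list against 10000 random lists matched on mean level. Against such lists, the difference between aOL and aOPC lay at percentile 1.16 for OPC, 1.01 for astrocyte and 1.65 for microglia markers, all lower in aOL. For mature oligodendrocyte markers it was -0.029 (percentile 11.06), with 5 of 12 higher in aOL. OPC markers were higher in aOPC replicate 2 than in replicate 3 by a median of 2.07 log2 units, above all random lists (percentile 100), and their median was 8.63 in aOPC replicate 2 against 6.43, 6.39 and 6.83 in the other libraries. Astrocyte markers were higher in replicate 2 by 0.63 (percentile 98.9). Neuron markers were higher by 1.01 (percentile 94.05), but only 4 of 8 were tested, so that comparison is void. Microglia markers were higher in replicate 2 by 0.74 (percentile 98.6). Several lists also differed between the 2 aOL libraries, whose spread was small. There microglia markers lay at percentile 99.98, astrocyte markers at 2.39, mature oligodendrocyte markers at 0 and OPC markers at 26.55. Between the aOPC libraries, mature oligodendrocyte markers differed by 0.06 (percentile 89.05), which goes against a different share of their RNA. A lower share of OPC RNA in aOPC replicate 3 is a candidate explanation for the spread, and different shares of astrocytes and microglia may add to it. No biological explanation was tested, as both libraries belong to one group.

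The share of RRHP counts in CpG islands was highest in aOPC replicate 2. Across 7716 promoters, 98.9% had an excess of island counts in this library, with a median of 1.21 log2 units. The excess was not larger at genes with more RNA in aOPC (Spearman rho -0.0424 across genes, permutation p = 0.00022, 2.75e-04 adjusted over 5 tests), and genes are not independent replicates. Background from undigested or unprotected CCGG sites is a candidate explanation. The study's methods give one amount of input DNA for every replicate, and a departure from it was not tested.

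Several values differ from those quoted from the study. The study also lists a first replicate for each population in both assays, which was not analysed here. Its RNA calls came from DESeq2 on read counts, those here from limma on log2 values. Its test of RRHP sites is not named in its methods. Numbers and shares of called genes are therefore not known to rest on the same libraries, and those in RNA rest on different tests. Genes overlapping a DhMR numbered 158 with increased hydroxymethylation. That is lower than the value quoted from the study above. Genes with decreased hydroxymethylation numbered 332. That is higher than the value quoted from the study above. Without scaling and with the replicate block, the numbers of genes overlapping a DhMR were 841 and 293. Genes with a gene-body site called higher and lower then numbered 5349 and 783. These numbers rest on calls of single sites. In counts simulated without any change, that setting called 0 sites in either direction, so depth alone did not produce such calls there. For summed gene bodies, depth alone can produce one-sided calls under that setting. Upregulated and downregulated genes numbered 1 and 8, from 2 libraries per group. Both are lower than the values quoted from the study above. At this group size limma recovered 0% of simulated log2 changes of 2, so these low numbers do not show that changes of that size are absent. A gene-body site called higher was present in 21.9% of genes upregulated at an unadjusted p under 0.01, and a promoter site in 1.82%. Both shares are lower than the values quoted from the study above. When any site with a higher scaled mean counted, the shares were 97.7% and 85.2%, but 90.1% and 74.4% of downregulated genes had one too. Any site with a lower scaled mean was present in 97.1% and 87.5% of upregulated and in 93.2% and 80.9% of downregulated genes (odds ratio 2.46 for gene bodies, Fisher's exact test, p = 0.013), so having such a site is not specific to higher means. The RRHP totals were 7113237 and 17121440 counts in aOPC and 15923775 and 27057859 in aOL. Each is lower than the read count quoted from the study above, most so in aOPC replicate 2.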
